A study of Mus musculus with 5 samples. Its data were reported in "BAF complex-mediated chromatin relaxation is required for establishment of X chromosome inactivation" (2022).

How the data were processed

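Smarca4 ChIP-seq was analysed from 4 peak lists, each called by the authors in a single ChIP library, and from the input values beside them. Groups were taken from the sample titles: female Nons, female Smarcc1 knockdown, male Nons and male Smarcc1 knockdown, with 1 library each, and an input library. Per the study's methods, libraries were made from mESCs carrying X-linked fluorescent reporters with a ChIP kit and an antibody to Smarca4, sequenced as single-end reads, trimmed with trim_galore and aligned to mm10 with bowtie2, and duplicates were removed and peaks called in Seqmonk. The submitters' processing notes name bcl2fastq, Bowtie2 and MACS2 without versions. A reporting form that accompanies the study names tophat in place of bowtie2 for the alignment, so the aligner is uncertain. It also says that the caller within Seqmonk was run against the input, with a false discovery rate threshold and a set fragment size. Reads lost as duplicates or by the caller's minimum are not seen in the lists, so a region without a peak is not a region without binding.

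The deposited values of the ChIP libraries are a signal per peak region, and the authors gave a value for every library in each list. Each value was a whole multiple of 1 step per library, within a tolerance of 0.01 reads, for 100% of values tested. The step was therefore taken as 1 read scaled to the depth of the input, and reads were recovered by dividing by it. The deposited input values are whole counts of reads per region. Steps were 8.60 for female Nons, 16.7 for female knockdown, 4.59 for male Nons and 7.03 for male knockdown, which gives relative depth. Library totals are not in the lists; those of uniquely mapped reads in the study's reporting form stand in the same ratios and were not used here. The recovered reads were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest), in a fit of sex plus hairpin with library sizes in the ratio of the depths. This fit pairs the hairpins within each sex and assumes that the hairpin acts alike in both, which leaves 1 residual degree of freedom. Each called region entered once, without regions of 50 or more input reads. Regions were chosen by the reads that are tested, which can exaggerate differences. The smallest number of reads in a list's own peaks was 6, 5, 2 and 7 in the same order. In male Nons 324 peaks (0.850%) held fewer than 5 reads.

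The lists hold no fold enrichment, p or q from the caller, which the plan had assumed. After the files were seen, the scaled value divided by the input reads plus 1 was used in its place as the fold over input, to rank and filter peaks within a list. The threshold of the plan based on q was replaced, as the plan provided, by the 50% of each list with the highest fold. Peak ends of all lists lay within the chromosome lengths of GRCm38, the assembly of mm10, on the 19 autosomes and the X. Gene names, transcription start sites and gene parts came from the GENCODE mouse annotation vM21 of the same build, and GC content from its sequence.

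Numbers of peaks have exact Poisson intervals, shares exact Clopper-Pearson intervals, and odds ratios between lists exact conditional intervals, all at 95%. Overlap was counted from 1 bp, beside 1000 shuffles of the second list within its chromosomes. A promoter was 1000 bp on either side of a start site, with 1000 shuffles of peaks within chromosomes, and a further set matched on GC content in bins of 2%. Under the alternatives the shuffled share was computed as its expected value. Gene lists, fixed before the data were examined, numbered 16: regulators of X inactivation, BAF subunits, pluripotency, formative and early differentiation, neural ectoderm, mesoderm, endoderm, trophoblast, X-linked genes that escape inactivation, X-linked genes assayed by the study, X-linked housekeeping, autosomal housekeeping, ribosomal protein, Hox, histone and imprinted genes. Most of the assayed genes were picked by the study on its own nucleosome data, Xist and Tsix were added by it to that assay, and Hprt, which carries the reporters, was added here. Each count was placed among 10000 random lists of the same size, with X-linked members drawn from X-linked genes.

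The rule for named genes was set before the data were examined. It took list members with a promoter peak, the 10 peaks of highest fold in each list, the 10 X-linked peaks and the 10 X-linked promoter peaks of highest fold found only in female Nons, up to 10 X-linked male Nons peaks absent from female Nons, up to 10 regions in all 4 lists, and the 10 autosomal promoter peaks of highest fold in both Nons lists and neither knockdown list. Examples printed from these sets were picked among genes with a known function, and some items these sets hold are not reported here.

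Read levels were compared in regions called in libraries other than those compared, leaving out regions with 50 or more input reads. Peaks of different lists that overlap each other entered as separate regions, and the intervals take them as independent. Their intervals came from 10000 bootstrap draws of regions on the X and from the variance of the ratio over regions on autosomes. Where regions also called in a compared library were left out, more regions of the longer list were removed, which can move the ratio away from that library. Thinning drew reads of each peak binomially and kept peaks that still held the smallest read number, in 1000 draws, or 100 draws for the alternative of equal depth. It takes the read number as the only condition for a peak. Results were recomputed under 12 other settings fixed before the data were examined and 8 added afterwards, the latter being: male Nons peaks with fewer reads than the male knockdown minimum left out, all lists thinned to equal depth, peaks with 20 or more input reads left out, an overlap shuffle matched on GC content, random gene lists drawn from protein-coding genes with all list members kept, and for the count test, itself added afterwards, TMM normalization, regions under 20 input reads and regions with at least 10 reads over the 4 libraries. Medians have exact order-statistic intervals.

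Scripts were tested on simulated data. Overlaps by 1 bp and by 50% of both peaks were recovered exactly (413 and 407 of 2000 simulated peaks), and 25.1% of 20000 simulated peaks were found at promoters, as placed. In 400000 regions simulated at equal depth, with an assumed spread of read levels, 2 copies of the X against 1 and no other difference gave an X odds ratio of 14.8. Halving the reads of the X with 2 copies gave 0.980, against 1 by design. Thinning left 5279 regions at the smallest read number against 5383 drawn at that depth. A ratio of 2 in 86 simulated X-linked regions was recovered as 2.02, and 92.5% of its intervals in 200 simulations held the true ratio. For the count test of the sexes, 71999 regions were simulated with 200 changed, 100 raised and 100 lowered. At a set dispersion of 0.1 it called 0 of the regions changed 4-fold, 99 changed 16-fold and 100 changed 64-fold. At the estimated dispersion of 0.399 it called 0, 0 and 70, with 0, 0 and 1 unchanged regions. No lowered region was called, and the median log2 fold of raised regions was 1.88, 3.85 and 5.96 against 2, 4 and 6 by design. Of 1000 random gene lists, 1.80% fell in the upper 2.5%. Analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Every value column of the lists was used. Coverage outside listed regions was not analysed here, nor was the level of Smarcc1 in these cells.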

Results

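Smarca4 is a catalytic ATPase of the BAF nucleosome remodelling complex, and Smarcc1 is a core subunit of the same complex. Binding of Smarca4 was profiled by ChIP-seq in female (XX) and male (XY) mouse embryonic stem cells (mESCs) at day 4 of differentiation. Cells carried either a hairpin against Smarcc1 or the non-silencing control hairpin (Nons). There were 4 ChIP libraries, 1 per group, and 1 input library of chromatin without immunoprecipitation, with a peak list for each ChIP library. Each group held 1 library, so differences between groups have no replicate check. Intervals are 95% intervals that cover counting error only, and compare lists rather than conditions. The peak lists give relative depth, and library totals were not used here. Relative to the input, depth was 11.6% for female Nons, 5.99% for female Smarcc1 knockdown, 21.8% for male Nons and 14.2% for male Smarcc1 knockdown. Peaks rested on few reads, with medians of 7, 5, 9 and 8 reads per peak in the same order. Expression was not measured by this assay. The Smarcc1 promoter held no peak in any list, which checks nothing about the knockdown.

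The X chromosome of female cells held more Smarca4 peaks than that of male cells, although the female lists were shorter. Female Nons had 336 X-linked peaks (exact Poisson interval 301 to 374) and male Nons had 68 (52.8 to 86.2). On the autosomes the order was the opposite, with 20953 peaks in female Nons and 38033 in male Nons. Male Nons was 1.88 times as deep as female Nons. Thinned to the female depth, with peaks kept at 6 reads or more, male Nons held 15150 autosomal peaks, fewer than female Nons. The listed order therefore cannot be separated from depth and does not show lower autosomal binding in females. After Smarcc1 knockdown 55 X-linked peaks were listed in females (41.4 to 71.6) and 33 in males (22.7 to 46.3). This comparison addresses whether Smarca4 is enriched on the X of female cells at the time X chromosome inactivation is being established.

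The X held 1.58% of female Nons peaks (exact Clopper-Pearson interval 1.42 to 1.75%) and 0.178% of male Nons peaks (0.139 to 0.226%). After knockdown the shares were 1.98% in females (1.49 to 2.57%) and 0.197% in males (0.136 to 0.277%). The odds ratio for a peak to lie on the X was 8.97 for female over male Nons (exact conditional interval 6.89 to 11.8). Between the knockdown lists it was 10.2 (6.50 to 16.3). Within a sex the odds ratios of knockdown over Nons were 1.26 in females (0.926 to 1.68) and 1.10 in males (0.706 to 1.70), and both intervals include 1. The female value had no stable direction, at 1.74 (1.53 to 1.965 over 100 thinnings) with all lists at the same depth and 0.583 (0.408 to 0.826) with the same number of top peaks, and the male value at the same depth was 2.56 (0.764 to 6.70). With all lists thinned to the depth of female Smarcc1 knockdown, an alternative chosen after the data were examined, the Nons odds ratio was 16.9 (6.72 to 58.5 over 100 thinnings). With the same number of top peaks taken from each list, the knockdown odds ratio was 5.59.

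**Figure D1:**
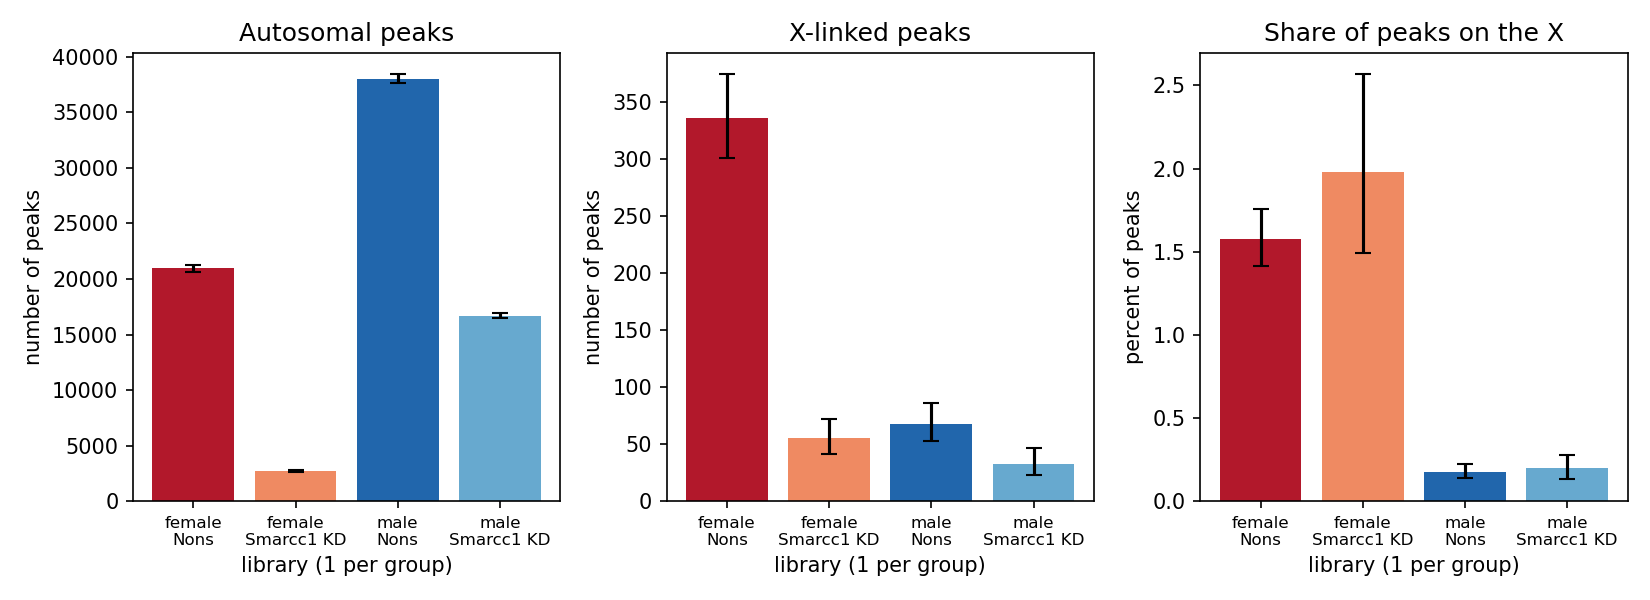
Number of autosomal peaks, number of X-linked peaks and percent of peaks on the X in each of the 4 libraries, 1 per group. Bars are values of single libraries and error bars are 95% exact intervals for counting error, with female Nons highest for X-linked peaks at 336 and male Nons highest for autosomal peaks at 38033.

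The X stood apart from each of the 19 autosomes in the ratio of female to male peaks. For Nons the ratio was 4.94 on the X, while autosomes lay between 0.447 on chromosome 19 and 0.595 on chromosome 6. For the knockdown libraries it was 1.67 on the X and between 0.133 on chromosome 2 and 0.209 on chromosome 12 among autosomes. The X therefore ranked 1 of 20 in both comparisons. A female carries 2 copies of the X and a male carries 1. For knockdown over Nons the X lay near the autosomes, at 0.164 in females against an autosomal range of 0.109 to 0.166, and at 0.485 in males against 0.402 to 0.467.

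**Figure D2:**
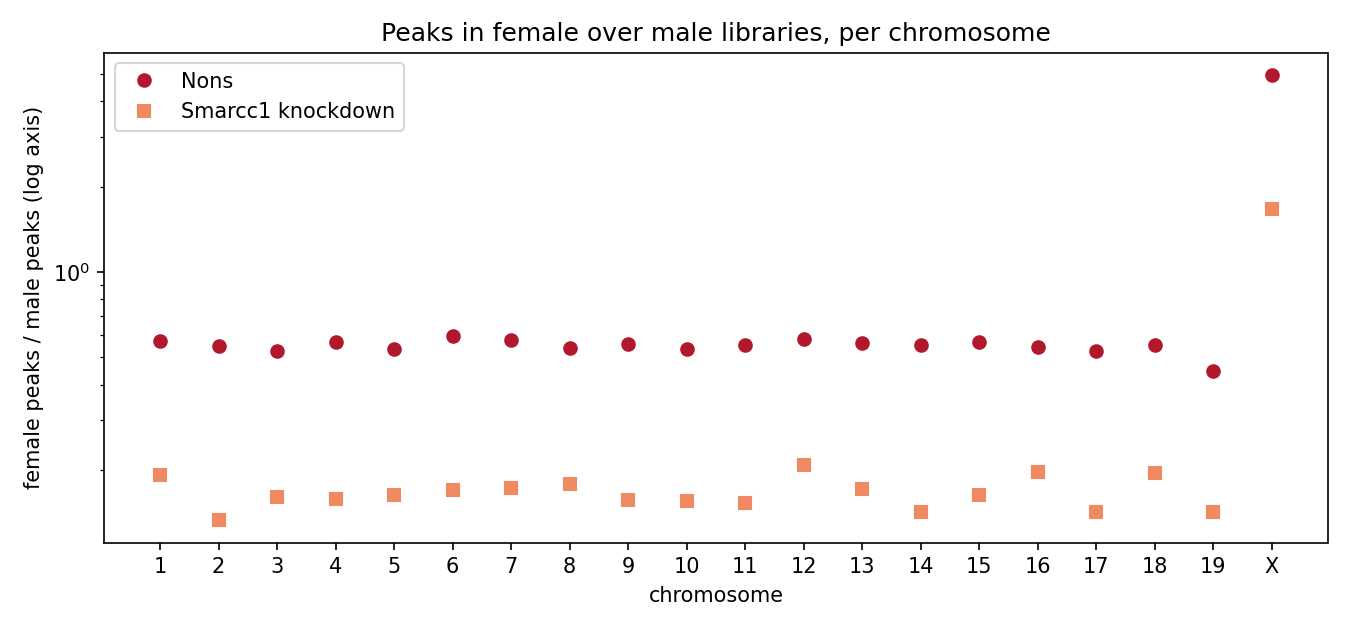
Female peaks divided by male peaks on each chromosome, on a log axis, for the Nons libraries (circles) and the Smarcc1 knockdown libraries (squares), 1 library per group and no error bars. The X lies at 4.94 for Nons and 1.67 for knockdown, above every autosome in both comparisons.

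Of the 336 X-linked female Nons peaks, 323 (96.1%) overlapped no peak of the other lists, against 80.7% of autosomal female Nons peaks. The other lists held only 68, 55 and 33 X-linked peaks that could be overlapped. Coordinates are on mm10. The X-linked peak of this kind with the highest fold over input lay between genes, from 104782501 to 104783100, with 11 reads in female Nons, 2 in female knockdown, 5 in male Nons and 3 in male knockdown. Among genes, Timm17b, a subunit of the mitochondrial inner membrane translocase, had a promoter peak from 7906351 to 7906800 with 9, 2, 4 and 0 reads in the same order. Intronic peaks lay in Flna, which encodes the actin crosslinker filamin A (74242651 to 74243100, with 8, 1, 4 and 5 reads), in Frmpd4 (10, 0, 2 and 3 reads), in the calcium pump gene Atp2b3 (9, 0, 2 and 0 reads) and in Eda (8, 0, 2 and 7 reads). Of the X-linked promoter peaks of female Nons, 56 of 59 overlapped no peak of the other lists, among them those of Ftsj1, a tRNA methyltransferase gene, with 7, 0, 0 and 2 reads, Rai2 with 7, 0, 1 and 0 reads, Taz with 6, 0, 3 and 4 reads and Maged1 with 6, 2, 2 and 1 reads. None of these named peaks held an input read. Reads of these peaks in the knockdown libraries lay below the smallest number in a peak of that list, 5 in females and 7 in males. The exception was Eda, with 7 reads in male knockdown. Male Nons peaks held as few as 2 reads, and several of these regions held 2 to 5 male Nons reads without a peak there.

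Male Nons had 62 X-linked peaks that overlapped no female Nons peak. The highest fold was in an exon of a non-coding transcript of Bcor, which encodes a Polycomb co-repressor (12136951 to 12137400), with 11 reads in male Nons and 1 in female Nons. A coding exon of Msn, the moesin gene, held 9 and 3 reads, and the promoter of the growth factor gene Fgf16 held 14 and 3 reads. Pgk1, an X-linked glycolytic gene, had a promoter peak at the same position in both Nons lists (106186651 to 106187100), with 8 female and 10 male reads, 0 reads in female knockdown, 1 in male knockdown and 7 in the input.

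Smarcc1 knockdown went with fewer Smarca4 peaks in both sexes, and the female list was the shorter. Female Nons had 21289 peaks (21004 to 21577) and female knockdown had 2781 (2679 to 2886), a ratio of 0.131 (0.126 to 0.136). Male Nons had 38101 peaks (37719 to 38486) and male knockdown had 16740 (16487 to 16996), a ratio of 0.439 (0.431 to 0.447). The female ratio was 0.297 times the male ratio (0.285 to 0.311). This comparison addresses whether Smarca4 binding depends on Smarcc1 in each sex.

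Both knockdown libraries were shallower than their Nons libraries, by 1.94 times in females and 1.53 times in males. With all lists thinned to the depth of female knockdown and peaks kept at 5 reads or more, 7867 female Nons, 2781 female knockdown, 5029 male Nons and 4510 male knockdown peaks were left. The ratios of knockdown to Nons were then 0.354 in females and 0.897 in males. A measure that does not count peaks gave the same order of the sexes. In autosomal regions called in a list of the other sex, scaled reads of knockdown over Nons were 0.639 in females (0.631 to 0.646; 54681 regions) and 0.986 in males (0.975 to 0.997; 23621 regions). Overlapping peaks of the lists of that other sex entered separately, so regions they share weigh more. Without regions also called in a list of the same sex they were 0.692 in females (0.684 to 0.700) and 1.04 in males (1.03 to 1.05), so the male value lay on either side of 1 depending on the regions.

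**Figure D3:**
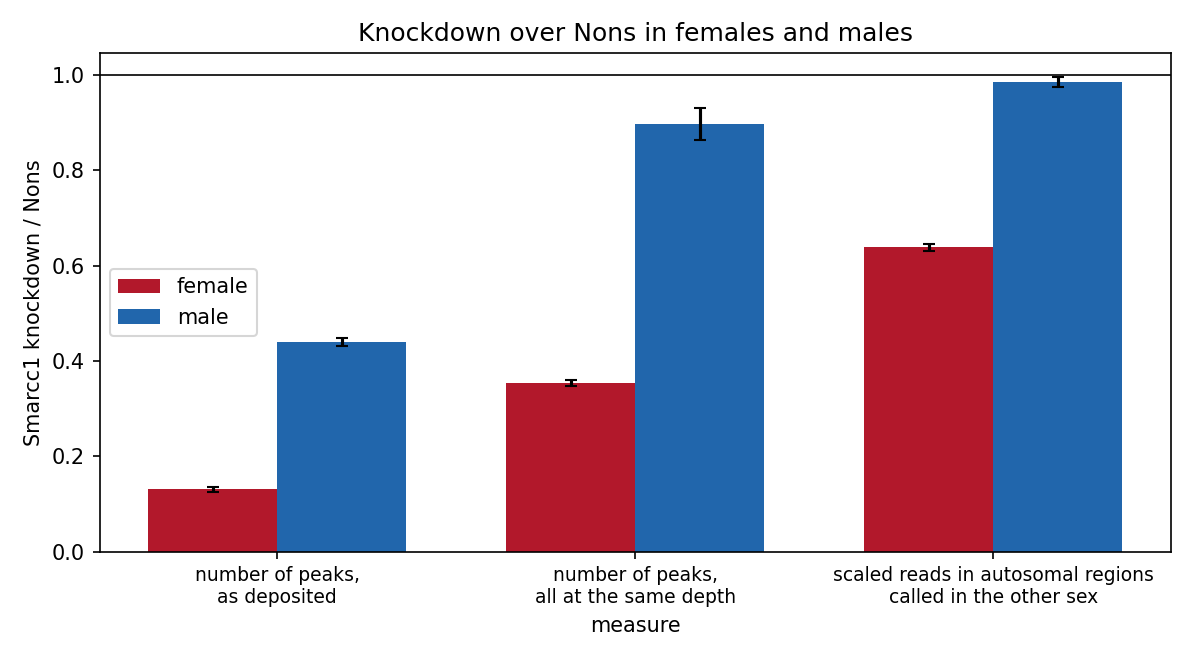
Smarcc1 knockdown divided by Nons in females and males for the number of deposited peaks, the number of peaks with all lists at the same depth, and scaled reads in autosomal regions called in the other sex. Error bars are 95% intervals for counting error (peaks as deposited), over 100 thinnings (same depth) and over regions (reads); the female value is below the male value in each measure, at 0.131 against 0.439, 0.354 against 0.897 and 0.639 against 0.986.

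No single region passed a test between the sexes or between the hairpins. An additive fit of sex and hairpin to the recovered reads, with edgeR's quasi-likelihood test and added after the data were examined, covered 71523 autosomal and 476 X-linked regions and left 1 residual degree of freedom. It called 0 regions for sex and 0 for the hairpin at a Benjamini-Hochberg adjusted p under 0.05. An unadjusted p under 0.05 was held by 298 and 290 of the 71999 regions, smaller shares than chance gives at that threshold. Among unchanged regions simulated at the dispersion of these libraries, 1.37 to 1.42% passed it for sex, also a larger share. In simulated reads with the dispersion estimated from these libraries, 0.399, the test called 0 of 200 regions changed 4-fold, 0 changed 16-fold and 70 changed 64-fold. Each of the 70 was a raised region. At the same depths and a set dispersion of 0.1 it called 0, 99 and 100, all of them raised. Smaller rises and lower levels in females were therefore not detectable with these reads and the estimated dispersion, which rests on 1 library per group. Changes with the hairpin were not simulated, so its 0 calls set no bound on such changes. The fit takes the hairpin effect as equal in both sexes, and any difference between the sexes enters the dispersion.

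On the autosomes 581 promoter peaks of female Nons overlapped a male Nons peak and no knockdown peak. The highest fold was at Inppl1, a phosphoinositide phosphatase gene (chromosome 7, 101830651 to 101831100), with 10 reads in female Nons, 1 in female knockdown, 12 in male Nons and 2 in male knockdown. Esyt3 held 9, 2, 12 and 3 reads, Nlgn2, which encodes the synaptic adhesion protein neuroligin 2, held 8, 0, 8 and 3, Gfod1 held 8, 3, 11 and 1, and Dffb, a nuclease gene of apoptosis, held 8, 1, 8 and 4. These peaks were chosen for lacking knockdown peaks, so their lower reads after knockdown are not independent evidence of a loss.

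Few peaks were shared between lists. On the autosomes 14.3% of female Nons peaks overlapped a male Nons peak by at least 1 bp (13.9 to 14.8%). Within a sex 7.26% of female knockdown peaks overlapped a female Nons peak (6.32 to 8.30%), and 14.3% of male knockdown peaks overlapped a male Nons peak (13.8 to 14.9%). These shares were 11.9, 11.4 and 12.5 times those of peaks shuffled within chromosomes. With positions matched on GC content, an alternative added after the data were examined, they were 1.83, 2.14 and 1.91 times the shuffled shares. On the X, 6 of 336 female Nons peaks overlapped a male Nons peak (1.79%, 0.658 to 3.85%) and 5 of 55 female knockdown peaks overlapped a female Nons peak (9.09%, 3.02 to 19.95%). These few were 5.87 and 6.87 times the shares of GC-matched shuffles.

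Only 37 female Nons peaks overlapped a peak in every other list, and 1 of them lay on the X. Of the 37, 26 held at least 20 input reads. By mean rank of fold the first was in an intron of the sialyltransferase gene St3gal3 (chromosome 4, 118076551 to 118077150), with 31, 7, 61 and 31 reads and 3 input reads. Others lay in introns of Adamts2, a procollagen peptidase gene (20, 8, 30 and 34 reads, with 6 in the input), of the homeobox gene Hoxc11 (17, 7, 20 and 21 reads, with 8 in the input) and of Tubgcp3, a gamma-tubulin complex gene (28, 11, 46 and 18 reads, with 12 in the input), and in an exon of Th, the tyrosine hydroxylase gene (15, 6, 8 and 6 reads, with 8 in the input).

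Autosomal Smarca4 peaks lay within 1000 bp of a transcription start site more often than randomly placed regions, but not more often than regions of the same GC content. On the autosomes 17.8% of female Nons peaks (17.3 to 18.3%), 18.0% of female knockdown peaks (16.6 to 19.5%), 21.2% of male Nons peaks (20.8 to 21.6%) and 20.6% of male knockdown peaks (20.02 to 21.3%) were at promoters. Shuffled peaks gave 7.70, 7.56, 7.68 and 7.61%, and the observed shares were 2.31, 2.38, 2.75 and 2.71 times these. Shuffling with matched GC content gave 19.7, 18.3, 21.7 and 20.9%, and the ratios fell to 0.905 (0.879 to 0.932), 0.984 (0.906 to 1.07), 0.973 (0.954 to 0.992) and 0.988 (0.959 to 1.02). The median GC content of autosomal peaks was 54.0, 53.0, 54.7 and 54.2%. Matched positions themselves lay at promoters at 18.3 to 21.7%, so this shuffle cannot tell a preference for promoters from one for GC content. On the X, 59 of 336 female Nons peaks (17.6%, 13.6 to 22.1%) and 17 of 68 male Nons peaks (25%, 15.3 to 37.0%) were at promoters. Over GC-matched shuffles the X-linked ratios were 0.937 in female Nons, 1.40 in female knockdown, 1.27 in male Nons and 0.689 in male knockdown. They rest on few peaks.

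**Figure D4:**
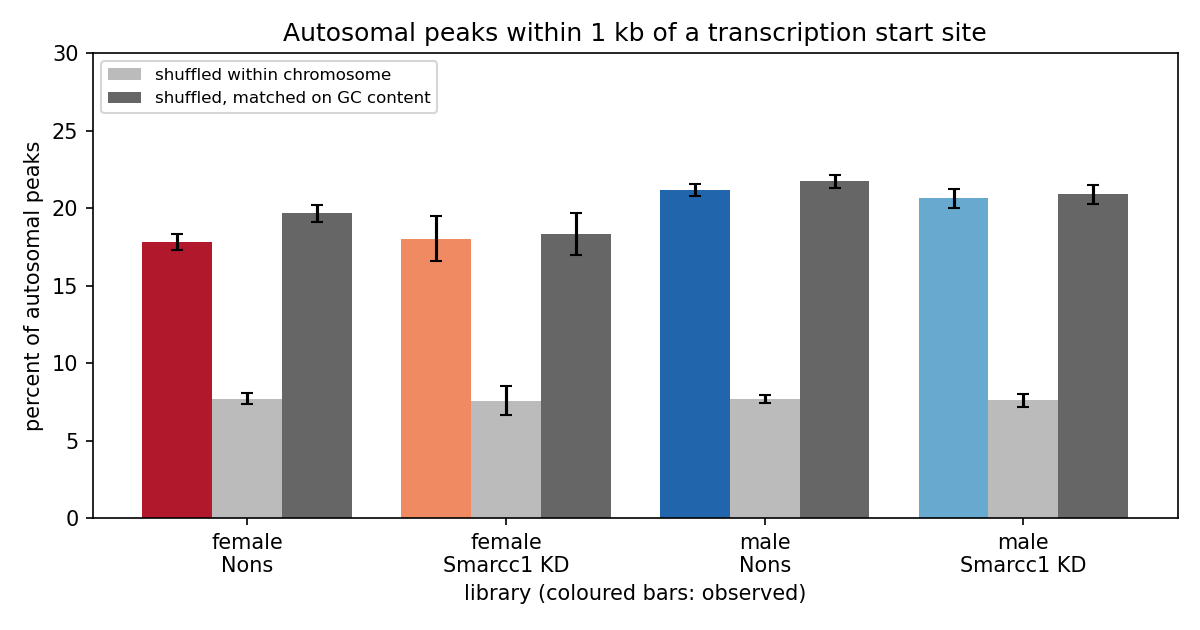
Percent of autosomal peaks within 1 kb of a transcription start site in each library (coloured bars), beside peaks shuffled within chromosomes (light grey) and shuffled with matched GC content (dark grey). Error bars are 95% counting intervals for observed shares and the central 95% of 1000 shuffles; observed shares of 17.8 to 21.2% lie above the light bars at 7.56 to 7.70% and at or below the dark bars at 18.3 to 21.7%.

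Of 39 Hox genes, 8 had a promoter peak in female Nons, 3 in female knockdown, 20 in male Nons and 15 in male knockdown. Each count lay in the upper 2.5% of 10000 random gene lists of the same size, but against random protein-coding genes the female Nons percentile was 94.8. In male Nons the Hox share was 51.3% against 13.0% in random lists and 23.0% in random lists of protein-coding genes, and Hoxa6 held 21 reads over 3 in the input. Of 14 endoderm markers, 4, 1, 9 and 6 had a peak, and male Nons peaks included Gata4, Gata6, Sox17 and Foxa2, transcription factors of endoderm. Of 28 imprinted genes 6, 1, 15 and 7 had a peak, with Igf2 among them in all libraries but female Nons and H19 in both Nons libraries. The peaks nearest a start site of H19 did not overlap between the Nons libraries, and that of Igf2 in male knockdown overlapped no peak of another list.

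Of 14 neural ectoderm markers 2, 0, 5 and 6 had a peak, with Nes, Sox1, Pax6, Zic1 and Dll1 in male knockdown. Of 14 mesoderm markers the counts were 1, 0, 4 and 5, and of 10 trophoblast markers 3, 0, 4 and 2. Pluripotency genes gave 1, 1, 8 and 4 of 27, with Pou5f1, Sox2 and Esrrb in male Nons. Genes of formative and early differentiation gave 3, 0, 7 and 2 of 20, with Otx2 and the DNA methyltransferase genes Dnmt3a and Dnmt3b in male Nons. BAF subunit genes gave 0, 0, 12 and 3 of 29, with Smarcb1, Smarcd1 and Actl6a in male Nons. Random lists of the size of the BAF list gave 6.80, 1.02, 13.1 and 6.56% in the same order. Counts of these gene lists therefore also follow the length of the peak lists and do not by themselves compare libraries.

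Of 14 X-linked genes that escape inactivation, 3 had a promoter peak in female Nons (Kdm5c, a histone H3K4 demethylase gene, Mid1 and Xist, the non-coding RNA that triggers X inactivation), 1 in female knockdown (Kdm5c) and 0 in either male library. The Kdm5c peaks did not overlap, lying from 152270251 to 152270700 in female Nons and from 152270851 to 152271300 in female knockdown. The Xist peak lay from 103482001 to 103482300, with 6 reads in female Nons, 1 in female knockdown, 2 in male Nons and 3 in male knockdown over 2 input reads. X-linked housekeeping genes gave 3, 0, 2 and 0 of 30, with Huwe1 and Hcfc1 in female Nons, Araf in male Nons and Pgk1 in both. The list of X-linked genes that the study assayed for nucleosome occupancy, to which Hprt was added here, gave 2, 0, 1 and 0 of 10. Regulators of X inactivation gave 3, 1, 5 and 2 of the 27 found in the annotation, including Smchd1, Pcgf3, Ring1 and Eed in male Nons and Hdac3 in both Nons libraries. Autosomal housekeeping genes gave 2, 0, 5 and 2 of 23, ribosomal protein genes 4, 0, 15 and 2 of 83, and histone genes 0, 0, 2 and 1 of 68. The histone gene percentiles were 0.385 in female Nons and 0.27 in male Nons.

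Of the 16 lists, 7 lay above the upper 2.5% of random lists in female Nons (endoderm, trophoblast, Hox, imprinted, escape, study-assayed and X-linked housekeeping genes), 1 in female knockdown (Hox), 9 in male Nons (BAF, pluripotency, formative, neural, endoderm, trophoblast, X-linked housekeeping, Hox and imprinted) and 5 in male knockdown (neural, mesoderm, endoderm, Hox and imprinted). With non-coding genes left out, also as list members, the numbers were 0, 1, 4 and 4. With all members kept and random lists drawn from protein-coding genes, an alternative added after the data were examined, they were 1, 1, 4 and 5, the 1 in female Nons being the escape genes. The 4 in male Nons were BAF, endoderm, Hox and imprinted genes. Random lists were not matched on GC content or expression, and chance alone places 2.5% of lists in that tail.

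Peaks were narrow. The median autosomal width was 450 bp in both Nons lists and 300 bp in both knockdown lists, the smallest width in any list being 300 bp. The strongest peak by fold over input lay in an intron of the vitamin D receptor gene Vdr in female knockdown (chromosome 15, 97898851 to 97899300; 10 reads), in a coding exon of Pycr1, a proline synthesis gene, in male Nons (chromosome 11, 120641851 to 120642600; 19 reads) and between genes on chromosome 3 in male knockdown (75729301 to 75729900; 17 reads). Each held 0 input reads. Of the 10 strongest peaks per list, others lay at Sh3bp2 and Cdc34 promoters in female Nons, at the Hivep3 promoter in female knockdown, at the Rbfox3 promoter in male Nons and at Slc6a6, Ush1c and Mfge8 promoters in male knockdown. Median autosomal fold was 15.5, 25.1, 9.17 and 14.1, on a scale whose step differs between libraries, so it describes each list alone.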

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

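Of the tests below, thinning male Nons to the female depth and the share of shared peaks by read number were set out before their results were seen. Restricting the latter to the X, and the other tests, were chosen afterwards.

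In regions called only in other lists, scaled reads over input were 5.21 in female Nons, 3.77 in female Smarcc1 knockdown, 4.77 in male Nons and 4.83 in male Smarcc1 knockdown, all above the input level of 1. These values are not evidence of binding there, since the regions were called as high over the same input, and no level in unselected regions or regions of matched GC content was measured. In autosomal regions called in a male list, reads over input of female Nons ranged from 2.53 under 45% GC to 7.28 at 55 to 60% GC.

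The X odds ratio of female over male Nons was 8.97, and 2 copies of the X against 1 alone gave 14.8 in regions simulated at equal depth with an assumed spread of read levels, which decides nothing about these libraries. Depth is argued against as its source where read number alone makes a peak, since with male Nons thinned to the female depth the ratio was 16.5 (11.5 to 24.4). When the reads of each X-linked female peak were halved, as for 1 copy of the X, the ratio fell to 0.910 (0.667 to 1.17) against male Nons at its own depth. At the female depth it fell to 1.67 (1.04 to 2.72), an interval that spans the bound of 2 set for this test. Halving left 10.1% of the X-linked peaks, and 17.3% of autosomal female Nons peaks when applied to them. Most peaks near the read minimum were thus lost on any chromosome. How much of the excess 2 copies of the X together with the read minimum account for therefore stays open. Halving and thinning also leave out the input, against which the peaks were called. The sex of the cells behind it is not given, so any effect of its X copy number on the calls was not tested. Enrichment beyond 2 copies also stays open: female over male reads, X relative to autosomes, were 1.54 (1.17 to 2.06) in regions called in neither Nons list (79 on the X) and 1.89 (1.45 to 2.43) in all regions called in a knockdown list, while for the knockdown libraries they were 1.54 (1.28 to 1.85; 395 on the X) in regions called in neither knockdown list and 1.67 (1.38 to 2.01) in all regions called in a Nons list. Copy number and added enrichment cannot be told apart with these intervals, and any effect of sex or of X inactivation was not tested separately. The share of XO cells in the female libraries is not known here, so a mean of 2 copies is an assumption.

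Female Smarcc1 knockdown had fewer peaks than female Nons, 2781 against 21289. With read number as the only condition for a peak, 7857 female Nons peaks (7726 to 7969) were left at the knockdown depth. Read number was not the only condition, since an intronic region of Agap1 with 11 male Nons reads and 0 input reads held no male Nons peak. The thinned number can therefore be too high, so the thinning by itself cannot decide whether lower depth was the whole source. In autosomal regions called only from the other sex, reads of knockdown over Nons were 0.692 in females (0.684 to 0.700) and 1.04 in males (1.03 to 1.05). The female value was 0.667 times the male value. Leaving out regions called in the compared libraries removes mainly regions of the longer Nons lists, which can raise these ratios. With such regions kept they were 0.639 in females and 0.986 in males. These reads are scaled to depth, so lower depth alone would leave a ratio near 1. The female values of 0.639 and 0.692 argue against depth as the whole source in these regions. The intervals run over regions and leave out the spread between libraries, so an equal loss in both sexes stays open. A weaker immunoprecipitation of the female knockdown library, apart from the hairpin, remains possible, as its reads over input of 3.77 were the lowest of the 4 libraries, although the regions differ between libraries. These explanations cannot be told apart from a larger effect of the hairpin in females, because there is 1 library of each kind.

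Few X-linked peaks were shared between lists: 6 of 336 female Nons peaks overlapped a male Nons peak, which was still 5.87 times the share of shuffles matched on GC content. If X-linked peaks with few reads were mostly sampling noise, sharing should start near that of shuffled peaks (0.0205%, or 0.304% with matched GC content) and rise with reads, and it rose from 0.610% at 6 reads (1 of 164; 0.0154 to 3.35%) through 1.65 and 4.08% to 1 of 2 peaks at 15 or more, 82 times the first share with an exact interval of 1.04 to 6437. On the autosomes sharing rose from 12.3% at 6 reads to 39.0%, and shuffles of the whole list gave 1.21%, or 7.84% with matched GC content. At least 2 male Nons reads lay in 43.9% (36.2 to 51.9%) of X-linked female Nons peaks with 6 reads, against 4.75% expected from the input, and in 79.4% of autosomal ones, against 10.3%. These expectations leave out the GC content of the regions and use input reads of regions called as high over that same input. Male cells carry 1 copy of the X and 2 of each autosome, which the shares do not account for. Noise could account for part of the X-linked peaks, but its share cannot be told apart, since the share at 6 reads rests on 1 peak and its interval holds both shuffled shares, nor can whether most lacked male signal, since 43.9% has an interval that spans the bound of 50%.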

How the results depend on the processing

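The alternatives of equal depth, of male Nons peaks under the male knockdown minimum, of peaks with 20 or more input reads, of the overlap shuffle matched on GC content, of random gene lists drawn from protein-coding genes and of the count test were chosen after the data were examined, and the others before. Of 354 alternative values 230 were taken as the same, 120 moved and 4 crossed 1. The same meant within 1.5 times for numbers of peaks, regions or lists, an equal rank, and otherwise within the counting interval, so numbers of peaks outside their counting interval can count as the same, such as 14749 in female Nons with fold at least the pooled median and 34240 in male Nons with near peaks merged. The X ranked 1 of 20 in all 5 alternatives run for each ratio of female to male peaks. The Nons odds ratio for the X ranged from 7.10 to 16.9 over 10 alternatives, the knockdown one from 5.59 to 12.4, and the female over male ratio of knockdown effects from 0.206 to 0.394 over 6. Low depth limits all lists, since most peaks hold fewer than 10 reads. The count test paired the hairpins within each sex, and the labels give no replicate numbers for another pairing. Causes of the shifts below were not tested, except where the alternative fixes them by its construction.

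With a shuffle matched on GC content the promoter ratios over shuffled were 0.905 in female Nons (0.879 to 0.932), 0.984 in female knockdown (0.906 to 1.07), 0.973 in male Nons (0.954 to 0.992) and 0.988 in male knockdown (0.959 to 1.02), so both knockdown intervals include 1; the high GC content of peaks is what this shuffle holds fixed. The overlap shuffle matched on GC content gave 1.83 for female Nons in male Nons, 2.14 for female knockdown in female Nons and 1.91 for male knockdown in male Nons.

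With the 50% of each list of highest fold, which shortens lists by construction, peaks numbered 10644, 1390, 19050 and 8370 in the order above, and the X held 2.59% of female Nons, 2.59% of female knockdown and 0.252% of male Nons peaks. Overlap was 11.1, 5.39 and 10.9% for the same 3 pairs, or 18.9, 18.6 and 19.5 times shuffled, and 0% of X-linked male knockdown peaks lay in male Nons. Median fold was 23.7, 39.0, 13.8 and 21.1 by construction, and the median width of female Nons was 300 bp. Promoter shares were 16.6, 16.4, 19.4 and 18.5%, or 2.17, 2.19, 2.53 and 2.45 times shuffled. Gene lists in the upper tail numbered 2 in female Nons and 5 in male Nons.

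With fold at least the pooled median of 12.2, 12606 male Nons and 10614 male knockdown peaks were left, and the X held 2.16% of female Nons and 0.309% of male Nons peaks. Knockdown over Nons was 0.173 in females and 0.842 in males, a ratio of 0.206. Overlap was 6.96, 5 and 7.14%, or 18.0 times shuffled for female Nons in male Nons and 19.4 for male knockdown in male Nons, with 0% for X-linked male knockdown peaks in male Nons. Promoter shares were 17.2% in female Nons, 18.2% in male Nons and 18.8% in male knockdown, or 2.24, 2.37 and 2.48 times shuffled. Median fold was 20.1, 26.7, 16.5 and 18.3, and gene lists in the upper tail numbered 2 in female Nons and 5 in male Nons. The step of 1 read differs between libraries, so this threshold removes more peaks from deeper libraries by construction.

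With all lists thinned to the depth of female knockdown, 7867 female Nons, 5029 male Nons and 4510 male knockdown peaks were left. The Nons odds ratio for the X was 16.9, those of knockdown over Nons were 1.74 in females and 2.56 in males, and the X held 1.15% of female Nons and 0.0891% of male Nons peaks. Knockdown over Nons was 0.354 in females and 0.897 in males, a ratio of 0.394. With the same number of top peaks from each list, the X held 3.34% of female Nons, 0.431% of male Nons and 0.36% of male knockdown peaks, the knockdown odds ratio was 5.59 and that of female knockdown over female Nons 0.583. By bases covered the X held 1.41% of female Nons.

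With male Nons peaks under the male knockdown minimum left out, male knockdown over Nons was 0.4996, the ratio of the sexes 0.261, and overlap 12.9% for female Nons and 13.0% for male knockdown in male Nons. Without peaks of 20 or more input reads, 6.17% of autosomal female knockdown peaks lay in female Nons and 0% of X-linked male knockdown peaks in male Nons. With reciprocal overlap of 50% the shares were 11.02, 5.76 and 11.2%. Counting peaks within 1000 bp as shared gave 28.7, 16.2 and 29.1%, or 5.95, 6.19 and 6.11 times shuffled.

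With a promoter window of 500 bp the shares were 12.4, 12.7, 15.1 and 14.4%, or 2.58, 2.72, 3.15 and 3.05 times shuffled. With 5000 bp they were 44.3, 42.4, 47.7 and 46.9%, or 1.76, 1.69, 1.89 and 1.86 times. With protein-coding genes only they were 13.9, 14.7, 17.5 and 16.8%, or 2.82, 3.07, 3.55 and 3.44 times, and gene lists in the upper tail numbered 0 in female Nons and 4 in male Nons; non-coding members such as Xist leave their lists in this setting by construction. With all members kept and random gene lists drawn from protein-coding genes, they numbered 1 in female Nons and 4 in male Nons.

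In edgeR's count test 0 regions were called for sex or hairpin in each of its 3 alternatives. At an unadjusted p under 0.05, TMM normalization gave 198 autosomal regions higher in males, against 126, and turned the balance of the hairpins, with 226 higher after knockdown and 68 higher in Nons, against 66 and 223. All these counts are below the share that chance gives at that threshold, so their balance is no evidence of a direction.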

Other observations

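The values here were chosen for report after the data were examined, and none of them comes from a test between conditions.

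X-linked peaks lay outside genes more often than autosomal ones. Between genes lay 53.0% of X-linked female Nons peaks against 25.8% of autosomal ones, and 54.4% against 24.1% in male Nons. Introns held 22.6% of X-linked and 44.4% of autosomal female Nons peaks. The shares of each chromosome between genes and in introns were not measured, so these contrasts may reflect the chromosomes themselves. Shuffled female Nons peaks lay at promoters at 4.56% on the X and 7.70% on autosomes. Among protein-coding genes, 35 of 948 X-linked (3.69%, 2.58 to 5.10%) and 2403 of 20779 autosomal ones (11.6%, 11.1 to 12.0%) had a promoter peak in female Nons. In male Nons they were 13 X-linked (1.37%, 0.732 to 2.33%) and 4776 autosomal genes (23.0%, 22.4 to 23.6%). These gene shares take no account of the number of X copies or of depth.

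The reads of female Smarcc1 knockdown over female Nons lay below 1 in every GC class of autosomal regions called in a male list, from 0.609 (0.598 to 0.620) at 55 to 60% GC to 0.717 (0.668 to 0.770) under 45% GC. In males, in regions called in a female list, the ratio lay between 0.902 at 60% GC or more and 1.03 at 45 to 50% GC.

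In 79 X-linked and 15667 autosomal regions called in a knockdown list and in neither Nons list, mean scaled reads on the X relative to autosomes were 0.685 in female Nons (0.557 to 0.818), 0.445 in male Nons (0.354 to 0.541) and 0.552 in the input (0.457 to 0.646). The sex of the cells behind the input is not given in the sources used here.

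Regions with 50 or more input reads were few in each list, from 27 to 34 peaks, but held 18.6% of the reads in female knockdown peaks, against 3.25% in female Nons, 2.19% in male Nons and 4.18% in male knockdown.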
